A study of uncultured bacterium with 29 samples. Its data were reported in "Bilophila wadsworthia aggravates high fat diet induced metabolic dysfunctions in mice" (2018).

How the data were processed

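Bacterial RNA from the cecal content of 29 gnotobiotic mice was sequenced by the authors. Germ-free C57BL/6J mice received the altered Schaedler flora (ASF), a defined set of mouse gut bacteria, at 5 weeks of age and were kept on a control diet (CD) or a high-fat diet (HFD). After 3 weeks some mice were gavaged on 3 consecutive days with *Bilophila wadsworthia* (Bw+), a sulfite-reducing gut bacterium. From 1 week later, some mice were gavaged daily for 4 weeks with *Lactobacillus rhamnosus* CNCM I-3690 (Lr+), a probiotic strain.

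The deposited values are raw counts per bacterial feature, 1 table per mouse. Per the study's methods, the authors depleted ribosomal RNA with RiboZero, sequenced paired reads on an Illumina instrument, trimmed them and aligned them with Bowtie2 to RefSeq genomes and, for *L. rhamnosus*, to a genome of their own. They discarded alignments of low mapping quality and counted reads over RefSeq and Prokka annotations in union mode, which drops a read that overlaps more than 1 feature. Reads shared by related genomes are thus lost or placed uncertainly. The deposited counts carry no normalization.

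Each table listed the same 34248 features, of which 33865 were locus tags with 9 prefixes and 383 were gene symbols without a prefix. A symbol was given to the genome whose locus tags precede it in the table; these features held between 2.7% and 5.5% of the counts of a mouse. The prefix T370 was taken as *B. wadsworthia* and DN116010 as *L. rhamnosus*; the other 7 prefixes (C821, C822, C823, C824, C825, N508 and N510) were taken as ASF genomes. These assignments rest on the prefixes and the form of the IDs and were not checked against an annotation. The study gives ASF more species than these 7 prefixes, so not every inoculated species has features here. Shares are therefore of the counts on the listed genomes only. The files do not pair locus tags with gene names, so genes are given by locus tag, and the planned sums over sets of genes were not run.

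Samples were grouped by the labels into CD-ASF, CD-ASF Lr+, HFD-ASF, HFD-ASF Lr+, HFD-ASF Bw+ and HFD-ASF Bw+Lr+. The title of HFD-ASF Bw+Lr+ replicate 1 does not name *L. rhamnosus* while its other labels do, and it was kept in that group. Replicate numbers follow the order of the samples and pair nothing. The labels give no cage, isolator or sequencing batch.

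For each of 6 comparisons, counts were tested with edgeR's exact test for 2 groups, as in the study's methods (here edgeR 4.0.16, R 4.3.3, two-sided). The study's methods name no size factors for this test, and TMM factors were used. Genes entered with at least 1 CPM (counts scaled to a library total of 1000000) in as many samples as the smaller group holds, and a gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.05. Interactions were tested with edgeR's quasi-likelihood test; T370 and DN116010 genes were left out of the one between *L. rhamnosus* and *B. wadsworthia*. The share of each genome in all feature counts of a mouse was compared by an exact permutation test of the difference in means (two-sided, Python 3.11.15, scipy 1.17.1), adjusted over the 54 tests of 9 genomes and 6 comparisons. With 5 mice in each group the smallest p-value that this test can give is 0.00794. Per comparison, the text names the 2 genes with the largest rise and the 2 with the largest fall among changed genes with a mean of at least 10 CPM in the higher group, no overlap between the groups, and a genome inoculated in both groups.

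Total counts per mouse ranged from 2580255 to 13860747. Intervals for shares in single mice are 95% Wilson intervals, and the smallest share the depth can show is 3 counts of the total, between 2.16e-05% and 0.000116%. Reads carry no molecular identifiers, so intervals and floors cover counting error only. Tested on simulated counts with 200 changed genes, the exact test recovered 99.5% of them in the design of HFD-ASF vs CD-ASF, with 5.2% false calls. DESeq2 made 11.2% false calls there. These values describe the simulated counts only and are not error rates for the mice. In that comparison of mice, 93.7% of the changed ASF genes moved with the median gene of their genome. Another split of the same mice gave 6136 changed genes, against 3832 with the real groups.

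Alternatives were other size factors (RLE, or library size alone), no filter or a filter at 10 CPM, edgeR's quasi-likelihood test and the DESeq2 Wald test (version 1.42.0). Others were all 29 samples in one fit, only genes of genomes inoculated in both groups, and each genome scaled on its own counts. The last took genomes with at least 10000 counts in every sample. It never took DN116010, which had that many in HFD-ASF Bw+Lr+ vs HFD-ASF Bw+. Also left out were 14 features that held 1% or more of the counts of any mouse, and each replicate in turn. Shares were also compared as log2(percent + 0.001). Added after the data were seen were the thinning of all libraries to the smallest total and a fit with HFD-ASF Bw+ replicates 2 to 4 summed into 1 sample.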

Results

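The data describe gene activity of the cecal microbiota in 29 mice colonized with ASF. There were 5 mice in each of CD-ASF, CD-ASF Lr+, HFD-ASF, HFD-ASF Lr+ and HFD-ASF Bw+Lr+, and 4 in HFD-ASF Bw+. Of 34248 features, 2504 had no count in any mouse. Total counts per mouse had a median of 6414967 and differed by up to 5.4-fold. Their means were 8276105 ± 2612308 (SD, n = 5) in CD-ASF, 10239049 ± 3592938 (SD, n = 5) in CD-ASF Lr+, 6298785 ± 2685536 (SD, n = 5) in HFD-ASF and 5725846 ± 2664491 (SD, n = 5) in HFD-ASF Lr+. HFD-ASF Bw+ had 4302427 ± 240648 (SD, n = 4) and HFD-ASF Bw+Lr+ 8333577 ± 2546359 (SD, n = 5). The largest gap between compared groups, 4031150 counts between these last groups, had an exact permutation p-value of 0.0238 and an adjusted p-value of 0.143 over 6 tests.

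No single feature held more than 4.59% of the counts of a mouse. Replicates were compared with a chi-square of their counts over features, and none of the 56 pairs within groups agreed within sampling noise. The median chi-square per degree of freedom was 80.2, and the lowest was 3.57, between HFD-ASF Bw+ replicates 3 and 4. The check looks for one library entered more than once and does not show that mice are independent; a mixture of HFD-ASF Bw+ replicates 2 and 4 left a value of 1.5 for replicate 3. With no repeated library found, each mouse was used as 1 replicate. The study kept these mice in isolators throughout, and the labels do not say which mice shared an isolator. The p-values below therefore weigh differences against the spread between mice. They cannot separate the effect of a diet or an inoculation from that of an isolator.

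**Figure D1:**
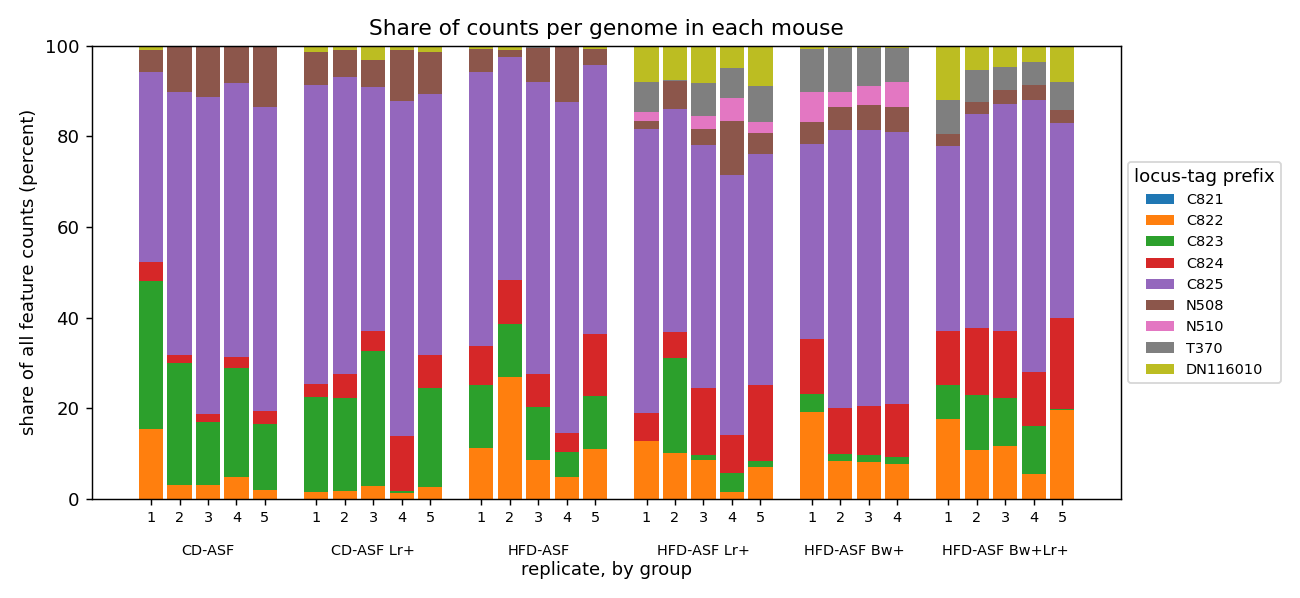
Share of all feature counts (percent, y axis) held by each of 9 locus-tag prefixes in each of 29 mice (x axis, replicates by group). C825 was the largest in every mouse, between 40.8% and 74.0%.

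The first question was how much of the counted activity came from each of the listed genomes. C825 held the largest share in every group, from 48.3% ± 7.55 (SD, n = 5) in HFD-ASF Bw+Lr+ to 63.5% ± 7.8 (SD, n = 5) in CD-ASF Lr+. C821 was nearly absent, with 1689 counts over all mice. Of the 54 tests of shares, 20 had an exact p-value under 0.05 and 10 an adjusted p-value under 0.05.

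The T370 share was 8.73% ± 0.993 (SD, n = 4) in HFD-ASF Bw+ and 6.17% ± 1.16 (SD, n = 5) in HFD-ASF Bw+Lr+. The background in HFD-ASF was 0.0121% ± 0.0134 (SD, n = 5), and in CD-ASF 0.0047% ± 0.00441 (SD, n = 5). Both inoculated groups lay above HFD-ASF without overlap (exact permutation p = 0.00794, adjusted p = 0.0429 for each). The lower T370 share with *L. rhamnosus* showed no overlap with HFD-ASF Bw+ (exact permutation p = 0.0159), but its adjusted p-value was 0.0571. The difference was -2.57 percentage points, and leaving out single mice moved it most, between -2.96 and -2.25.

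T370 counts were also found in HFD-ASF Lr+, whose labels name no *B. wadsworthia*. Their share was 5.68% ± 3.19 (SD, n = 5), above HFD-ASF without overlap (exact permutation p = 0.00794, adjusted p = 0.0429). It ranged from 6.47% to 7.99% in 4 of these mice and was 0.076% (95% interval 0.0735% to 0.0786%) in replicate 2.

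The DN116010 share was 0.292% ± 0.291 (SD, n = 5) in CD-ASF, 0.503% ± 0.239 (SD, n = 5) in HFD-ASF and 0.521% ± 0.143 (SD, n = 4) in HFD-ASF Bw+, none of which received *L. rhamnosus*. Over this background it rose to 1.54% ± 0.894 (SD, n = 5) in CD-ASF Lr+, 7.51% ± 1.49 (SD, n = 5) in HFD-ASF Lr+ and 6.67% ± 3.28 (SD, n = 5) in HFD-ASF Bw+Lr+. The rises over CD-ASF, and over HFD-ASF for both HFD groups, showed no overlap (exact permutation p = 0.00794, adjusted p = 0.0429 for each). Against HFD-ASF Bw+, the rise in HFD-ASF Bw+Lr+ had an exact permutation p-value of 0.0159 and an adjusted p-value of 0.0571, also without overlap. HFD-ASF Bw+Lr+ replicate 1, whose title omits *L. rhamnosus*, had the highest share, 11.8%.

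**Figure D2:**
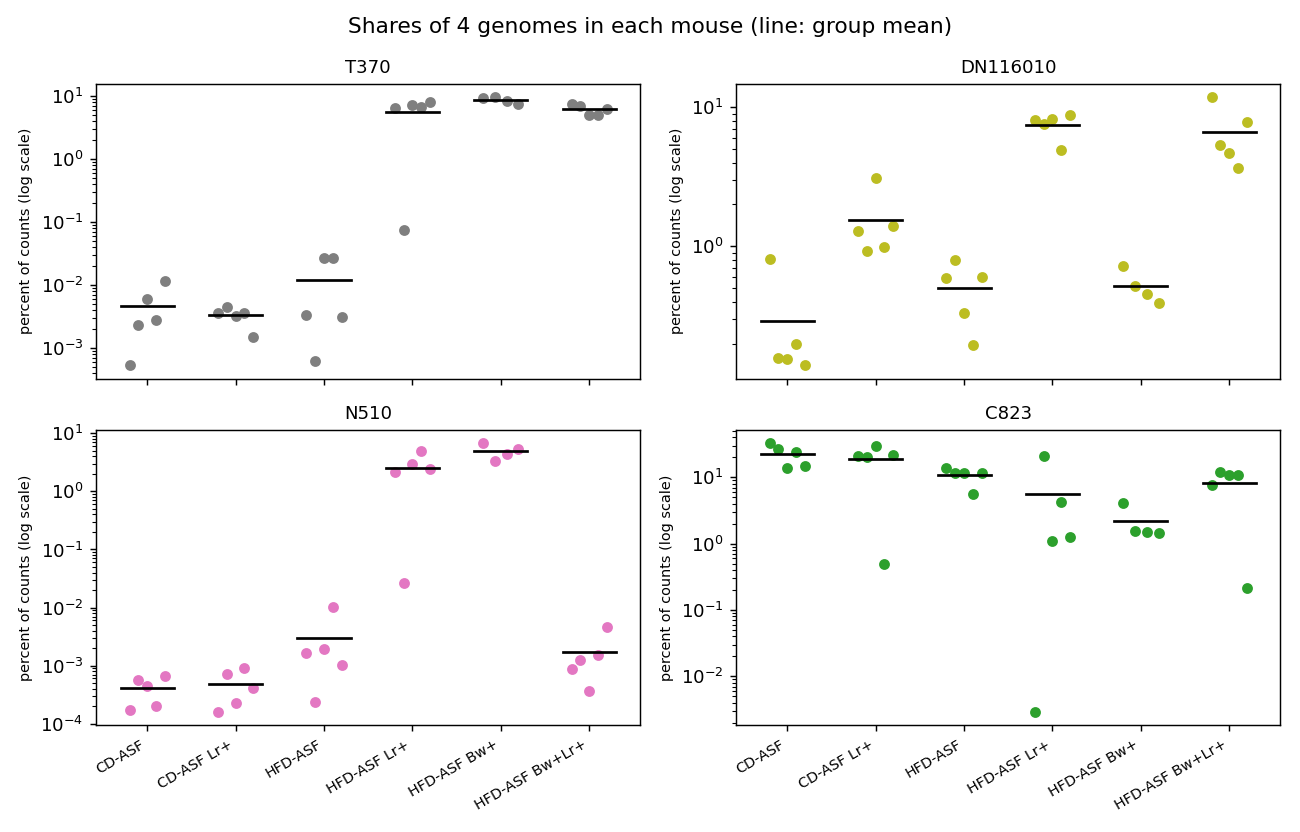
Share of counts (percent, log axis) of T370, DN116010, N510 and C823 in each mouse (points) by group (x axis), with the group mean as a line. T370 and N510 counts were present in HFD-ASF Lr+, with replicate 2 far below the other mice, and N510 was near 0 in HFD-ASF Bw+Lr+ (mean 0.00172%).

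Among ASF genomes, N510 held 4.99% ± 1.46 (SD, n = 4) in HFD-ASF Bw+ and 2.5% ± 1.77 (SD, n = 5) in HFD-ASF Lr+. Its highest value among single mice of the other 4 groups was 0.0101%. The rise in both groups over HFD-ASF and the fall from HFD-ASF Bw+ to HFD-ASF Bw+Lr+ had an exact permutation p-value of 0.00794 and an adjusted p-value of 0.0429 each. C823 fell from 22.4% ± 8.03 (SD, n = 5) in CD-ASF to 10.9% ± 3.14 (SD, n = 5) in HFD-ASF, and to 2.16% ± 1.29 (SD, n = 4) in HFD-ASF Bw+. Each step had an exact permutation p-value of 0.0159 and an adjusted p-value of 0.0571, and only the second showed no overlap. C823 in HFD-ASF Bw+Lr+, 8.24% ± 4.79 (SD, n = 5), was not distinguishable from HFD-ASF Bw+ (exact permutation p = 0.0556, adjusted p = 0.143). Replicate 5 held 0.214% and the other 4 mice 7.54% to 12.1%, against at most 4.1% in HFD-ASF Bw+. Without replicate 5 the exact permutation p was 0.0286, the smallest for 4 mice against 4 (adjusted p = 0.0908); without any other single mouse it was 0.125 or 0.143. C824 was 3.26-fold higher in HFD-ASF than in CD-ASF (exact permutation p = 0.0159, adjusted p = 0.0571). N508 was lower in HFD-ASF Bw+Lr+, 2.95% ± 0.258 (SD, n = 5), than in HFD-ASF Bw+, 5.22% ± 0.403 (SD, n = 4; exact permutation p = 0.00794, adjusted p = 0.0429).

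The effect of the diet was assessed in mice with ASF alone. In HFD-ASF vs CD-ASF, 3832 of 15448 genes tested were changed, 2404 higher and 1428 lower. The alternative that moved this number most, a filter at 10 CPM, gave 1562. C824 accounted for 2000 of the rises and C823 for 1063 of the falls, and 93.7% of the changed ASF genes moved in the direction of the median gene of their genome. With each genome scaled on its own counts, 1951 genes were changed, against 3806 of the same genomes in the first fit; 957 were changed in both. The largest rises were of C824_RS12170, from 0 to 23.9 CPM ± 10.1 (SD, n = 5; log2 fold change 10.45, edgeR adjusted p = 1.9e-26; the DESeq2 fit gave it an SE of 0.99), and C824_RS12185, from 0.0282 to 31.3 CPM (log2 fold change 9.57). Both lay in a block, C824_RS12165 to C824_RS12195, that was also present in CD-ASF Lr+ and near 0 in HFD-ASF Bw+ and HFD-ASF Lr+. The block thus did not follow diet alone. The largest falls were of C823_RS04895, from 73.5 CPM ± 71.4 to 0.65 CPM ± 0.328 (SD, n = 5; log2 fold change -6.7, edgeR adjusted p = 6.52e-13), and C823_RS04900 (log2 fold change -6.47).

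The effect of *B. wadsworthia* under HFD was assessed in HFD-ASF Bw+ vs HFD-ASF. Of 20276 genes tested, 7150 were changed, 4983 higher and 2167 lower. T370 accounted for 2611 of the rises and N510 for 1672, every N510 gene tested. C823 had 1802 falls and 6 rises, with a median log2 fold change of -1.95. Within the 5 genomes that could be scaled on their own counts, 2851 genes were changed in the first fit and 1714 after such scaling, 931 in both. N510_RS02220 rose from 0 to 334 CPM ± 101 (SD, n = 4; log2 fold change 13.88, edgeR adjusted p = 1.56e-72) and N510_RS10560 from 0 to 207 CPM ± 34.6. C823_RS00975 fell from 110 CPM ± 40.8 (SD, n = 5) to 0 (log2 fold change -12.21, edgeR adjusted p = 5.47e-39), and C823_RS00955 from 204 CPM ± 82.3 to 0.0556 CPM ± 0.111.

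With both bacteria, HFD-ASF Bw+Lr+ vs HFD-ASF gave 7459 changed genes of 19702, 5116 higher and 2343 lower. Of these, 2337 rises were in T370 and 1990 in DN116010, and C825 had 1481 falls. The number of falls depended on the scaling: it was 1587 with RLE factors and 1224 with library size alone. When only genes of genomes inoculated in both groups were counted and used for scaling, 1287 were changed. C824_RS07385 rose from 32 to 956 CPM ± 324 (SD, n = 5; log2 fold change 4.65, edgeR adjusted p = 1.91e-16) and C824_RS07395 from 155 to 4550 CPM ± 1460. C823_RS00950 fell from 69.8 CPM ± 33.9 to 0.24 CPM ± 0.187 (SD, n = 5; log2 fold change -8.28, edgeR adjusted p = 2.25e-30) and C823_RS00980 from 81.6 to 0.286 CPM.

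Whether *L. rhamnosus* altered the activity of the microbiota carrying *B. wadsworthia* was assessed in HFD-ASF Bw+Lr+ vs HFD-ASF Bw+. There were 6839 changed genes of 22108, 3449 higher and 3390 lower. The falls included all 1672 N510 genes tested, 1043 genes of N508 and 462 of T370. The rises included 2184 DN116010 genes and 830 of C823. Scaling each genome on its own counts gave 809 changed genes against 2981 of the same 6 genomes in the first fit, with 476 changed in both. DN116010 was not among these genomes. After such scaling 38 T370 genes rose and 69 fell. C824_RS12195 rose from 0 to 94.5 CPM ± 63 (SD, n = 5; log2 fold change 12.31, edgeR adjusted p = 3.65e-11) and C824_RS07390 from 0 to 91.2 CPM ± 30.3. N510_RS00185 fell from 205 CPM ± 59.3 (SD, n = 4) to 0 (log2 fold change -13.39, edgeR adjusted p = 1.01e-80) and N510_RS16885 from 193 CPM ± 64.8 to 0.

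The effect of *L. rhamnosus* in mice whose labels name no *B. wadsworthia* was examined under both diets. In CD-ASF Lr+ vs CD-ASF, 633 genes of 15813 were changed, 516 higher and 117 lower; 313 of the rises were in DN116010 and 175 in C824. C824_RS12170 rose from 0 to 22.3 CPM ± 12.8 (SD, n = 5; log2 fold change 10.5, edgeR adjusted p = 2.56e-24) and C824_RS12180 from 0 to 10.1 CPM ± 5.78. C823_RS18350 fell from 15.2 CPM ± 5.75 to 0.457 CPM ± 0.38 (SD, n = 5; log2 fold change -5.23, edgeR adjusted p = 1.63e-15) and C823_RS18360 from 30.8 to 1.19 CPM. Under edgeR's quasi-likelihood test 212 genes were changed.

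In HFD-ASF Lr+ vs HFD-ASF, 2347 genes of 17038 were changed, 2244 higher and 103 lower. T370 and N510 counts were present in HFD-ASF Lr+, so these changes cannot be assigned to *L. rhamnosus* alone. DN116010 held 1914 of the rises. Only 159 T370 genes and 43 N510 genes passed the filter, since it asks for 1 CPM in 5 mice and the shares of these genomes were low in replicate 2 (0.076% and 0.0268%), and 8708 genes were changed without the filter. With HFD-ASF Lr+ replicate 2 left out, 6078 genes were higher and 2430 lower, so the small number of falls depended on that mouse. N510_RS02220 rose from 0 to 196 CPM ± 183 (SD, n = 5; log2 fold change 13.34, edgeR adjusted p = 4.72e-12) and N510_RS02540 from 0.0775 to 326 CPM ± 327. C824_RS12190 fell from 11.5 CPM ± 6.56 to 0 (SD, n = 5; log2 fold change -9.01, edgeR adjusted p = 1.62e-13) and C824_RS12185 from 31.3 CPM ± 11.8 to 0.256 CPM ± 0.394.

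**Figure D3:**
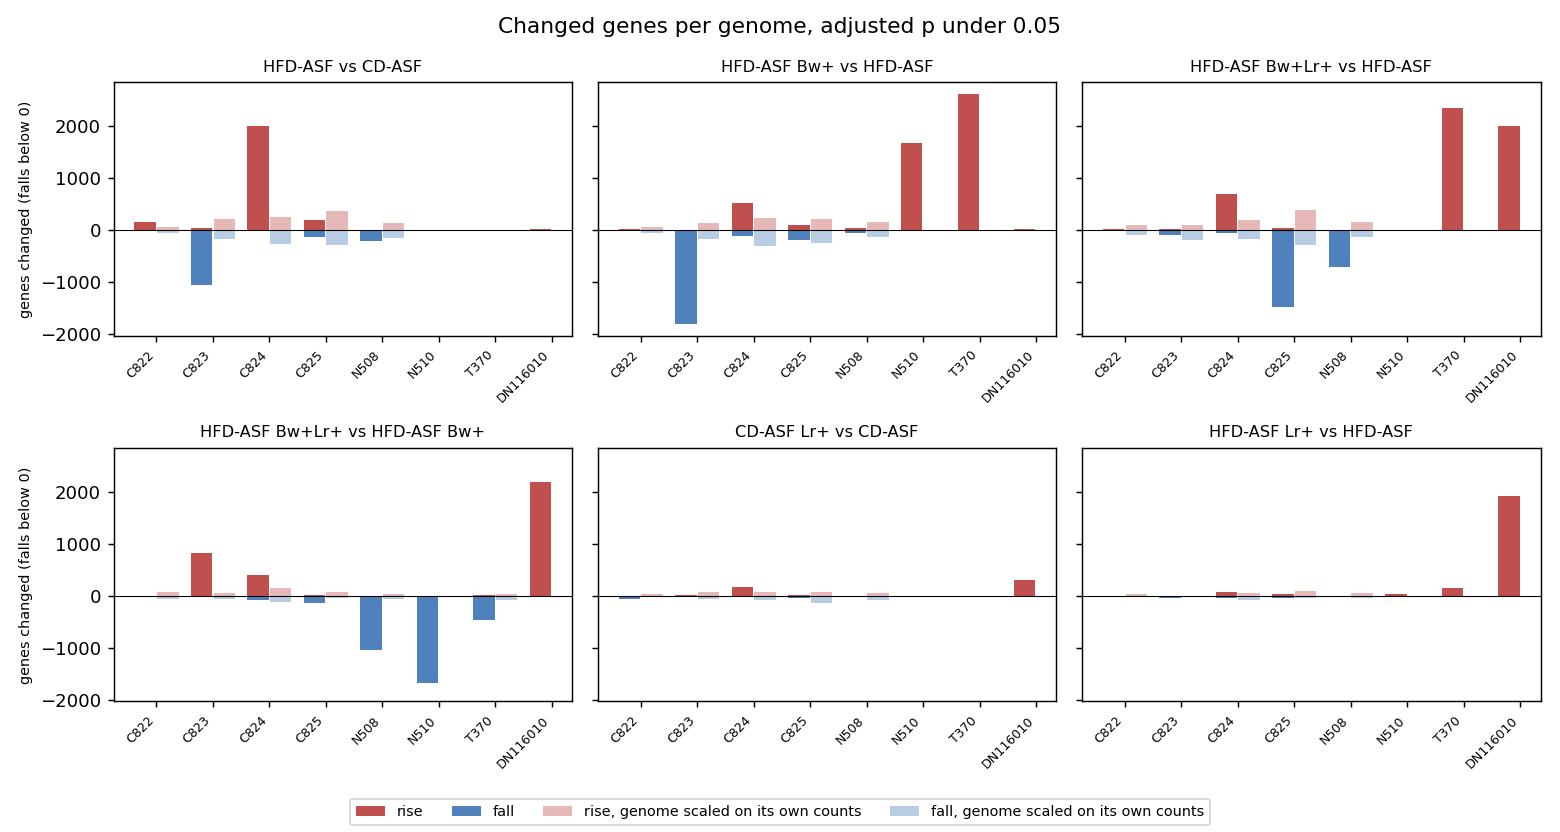
Number of changed genes per genome (x axis) in each of 6 comparisons, with rises above and falls below 0 (y axis); pale bars give the same with each genome scaled on its own counts, where that fit was made. In HFD-ASF Bw+ vs HFD-ASF, the 1802 falls in C823 became 180 in the pale bars, and its 6 rises became 134.

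Interactions asked whether the effect of *L. rhamnosus* differed with diet or with *B. wadsworthia*. With diet, 66 of 18911 genes had an interaction by edgeR's quasi-likelihood test, 13 positive and 53 negative, 37 of the negative ones in C824. The balance of signs depended on the fit. A filter at 10 CPM gave 93 positive and 34 negative, and DESeq2 435 and 158. Without HFD-ASF Lr+ replicate 2 there were 281 and 182. Positive ones were also more frequent with each genome scaled on its own counts. The other alternatives, and the fits without any other single mouse, kept more negative ones. With *B. wadsworthia*, 2595 of 18517 genes had an interaction, 445 positive and 2150 negative. The negative ones included all 2003 N510 genes tested, and 277 of the positive ones were in C823.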

Values the study reported

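In host cecal tissue, a measurement not analysed here, the study reported 302 genes altered in HFD-ASF mice relative to CD-ASF mice and 1630 in HFD-ASF mice given *B. wadsworthia*. It also reported a tendency, with p = 0.0593, to lower fecal butyrate in HFD-ASF Bw+ than in HFD-ASF mice. Butyrate was significantly higher in HFD-ASF Bw+Lr+ than in HFD-ASF Bw+ mice. From the bacterial RNA, the study reported lower butanoate metabolism in HFD-ASF Bw+ mice alone, reversed with *L. rhamnosus*. Lipopolysaccharide biosynthesis and taurine metabolism were higher with *B. wadsworthia*. Those pathway results were not tested here.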

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

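In 54 sets of values (the shares of 8 genomes and the total counts in 6 groups), 11 values, from 6 mice, lay further from the rest of their group than Dixon's 95% critical value allows, where chance gives about 2.7. Shares in 1 mouse sum to a fixed total, so such values are not independent. The tests of the T370, N510, C822 and HFD-ASF Bw+ patterns below were chosen after those results were seen.

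T370 counts, taken as *B. wadsworthia*, appeared in mice whose labels do not name this bacterium: the mean share in HFD-ASF Lr+ was 5.68%. Replicate 2 of that group, at 0.076%, was far below the other mice (6.47% to 7.99%) and held 21.1% C823, where the others held 0.00295% to 4.24%. N510 had a mean of 2.5% in the same group and 4.99% in HFD-ASF Bw+, and was near 0 in the other groups. Reads of a related genome were tested by drawing 30000 T370 counts per mouse: the lowest HFD-ASF Lr+ mouse with that many showed 102% as many T370 features as the lowest HFD-ASF Bw+ mouse. For N510, the 20 top features held at most 40% of the counts. Neither value excludes a related genome, since the DN116010 background in mice not given *L. rhamnosus* spread as widely in the same number of counts, over at least 68.1% of features against at least 67.7% in mice given it. Crosstalk between libraries was set against the highest T370 share in the other groups not given *B. wadsworthia*, 0.027%, which every HFD-ASF Lr+ mouse exceeded; crosstalk limited to this group was not tested. An exchange of samples with HFD-ASF Bw+Lr+ goes against N510, whose lowest share in HFD-ASF Lr+, 0.0268%, was above the highest in HFD-ASF Bw+Lr+. For material from HFD-ASF Bw+ mixed in, the N510 to T370 ratio was not decisive: 2 of the 5 HFD-ASF Lr+ mice lay inside the range of HFD-ASF Bw+, replicate 2 with little T370 among them. The DN116010 share goes against HFD-ASF Bw+ material as the source of the T370 counts. Such material would have to make up 66.7% to 82.4% of replicates 1, 3, 4 and 5, and the rest of these 4 samples would need 14% to 46.5% DN116010, where the highest share of any mouse was 11.8%. The presence of living *B. wadsworthia* in HFD-ASF Lr+ mice, with or without an inoculation that the labels omit, is a hypothesis. It cannot be told apart from reads of a related genome. The labels do not say which mice shared an isolator, so group and isolator cannot be told apart either.

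HFD-ASF Bw+ replicate 1 stood apart from replicates 2 to 4 in C822 (19%), C823 (4.1%) and C825 (43.1%). Replicates 2 to 4 were closer to one another, by chi-square, than any other pair within a group. A mixture of replicates 2 and 4 in the proportion 40 to 60 left a residual chi-square per degree of freedom of 1.5 for replicate 3. The next lowest residual of any mouse was 3.29 and the median 46, while a simulated mixture gave 1.01. The residual was thus the lowest of any mouse but above that of a plain mixture. Replicate 3 alone against replicate 4 gave 3.57. Material of both mice in replicate 3 and mice that are merely alike cannot be told apart. In the fits with these 3 replicates summed into 1 sample, 5980 genes were changed in HFD-ASF Bw+ vs HFD-ASF and 4871 in HFD-ASF Bw+Lr+ vs HFD-ASF Bw+. In HFD-ASF Bw+ vs HFD-ASF the rises were kept, 5118 against 4983 with separate replicates. The falls dropped to 862, against 2167. Shares of genomes were not compared again with these replicates summed.

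CD-ASF replicate 1 had the highest C822 share of its group, 15.5%, and the highest DN116010 share, 0.811%, although it received no *L. rhamnosus*. Over the 14 mice not given *L. rhamnosus* the DN116010 share rose with the C822 share (Pearson r = 0.9, permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 2e-05 over 4 relations; Spearman rho = 0.96, permutation p = 2e-05). Without the 2 mice farthest from the median of C822, r was 0.97 in 12 mice. In the 9 HFD-fed mice r was 0.87 (exact permutation p = 0.00028). In the 5 CD-ASF mice it was 0.99 (exact permutation p = 0.0083), with replicate 1 far above the others in both shares. Reads of C822 counted as DN116010 are a candidate source of the background. The counts did not pile up on a few features, the 20 top features holding 27.4% to 47.2% against 34.7% to 54.0% in mice given *L. rhamnosus*, so this source cannot be told apart from traces of *L. rhamnosus* itself.

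The other single mice were CD-ASF Lr+ replicate 3 (DN116010, 3.1%), HFD-ASF replicate 4 (C823, 5.57%, and N510, 0.0101%) and HFD-ASF Bw+Lr+ replicate 5 (N510, 0.00462%). HFD-ASF replicate 4 had the fewest counts of all mice. No explanation of these values was tested.

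The effect of *L. rhamnosus* differed between diets in 66 genes and between mice with and without *B. wadsworthia* in 2595 genes. For both, 1 of the 100 splits drawn, the real one, gave as many genes when the *L. rhamnosus* labels were redrawn within each stratum. The highest other split gave 37 and 5 genes. Redrawing these labels also removes any effect of *L. rhamnosus* shared by the strata. The splits therefore cannot tell an interaction from such a shared effect. Since N510 and T370 counts were present in HFD-ASF Lr+, neither interaction can be read by its labels alone: the first sets HFD-fed mice with these counts against CD-fed mice without them, and in the second the mice labelled as free of *B. wadsworthia* were not free of T370 counts. Without HFD-ASF Lr+ replicate 2, the mouse with few such counts, the first interaction covered 463 genes. With each genome scaled on its own counts, 425 and 451 genes had an interaction, against 56 and 315 in the same genomes with one scaling.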

How the results depend on the processing

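The alternatives were fixed before the data were examined, except the thinned libraries and the summed HFD-ASF Bw+ replicates. Gene counts below are in the order HFD-ASF vs CD-ASF, HFD-ASF Bw+ vs HFD-ASF, HFD-ASF Bw+Lr+ vs HFD-ASF, HFD-ASF Bw+Lr+ vs HFD-ASF Bw+, CD-ASF Lr+ vs CD-ASF and HFD-ASF Lr+ vs HFD-ASF. Unless a value shows the cause, the cause was not tested.

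A filter at 10 CPM, which left fewer genes to test, gave 1562, 2931, 2773, 2649, 212 and 539 changed genes, and 127 and 908 genes with an interaction of *L. rhamnosus* with diet and with *B. wadsworthia*. Scaling each genome on its own counts gave 1951, 1714, 1787, 809, 673 and 407, and 425 and 451 interactions. That fit holds 4 to 6 genomes, in which the fit with one scaling had 3806, 2851, 3130, 2981, 317 and 203 changed genes and 56 and 315 interactions. Over the same genomes the number thus fell in the first 4 comparisons and rose in the last 2 and in both interactions. Restricting the fit to genomes inoculated in both groups gave 4275, 1287, 4241, 186 and 139 in the comparisons after the first, and 3840 in the first. All 29 samples in one fit gave 2524, 956 and 8816 in HFD-ASF vs CD-ASF, CD-ASF Lr+ vs CD-ASF and HFD-ASF Lr+ vs HFD-ASF. Without a filter, 1185 and 8708 genes were changed in the last 2 comparisons. In CD-ASF Lr+ vs CD-ASF the quasi-likelihood test gave 212 and DESeq2 962, and DESeq2 gave 593 interactions with diet. RLE factors, library size alone, leaving out dominant features and thinned libraries kept every total of genes within 1.5-fold. Rises and falls taken apart moved more in some fits. Thinned libraries were run for the 6 comparisons only.

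Across fits that each left out 1 replicate, changed genes ranged from 2352 to 5964 in HFD-ASF vs CD-ASF, from 415 to 2104 in CD-ASF Lr+ vs CD-ASF and from 2228 to 8508 in HFD-ASF Lr+ vs HFD-ASF. The highest value of the last came without HFD-ASF Lr+ replicate 2. Without any one HFD-ASF mouse it was between 6351 and 6497, since the filter then asks for 4 mice and lets the T370 and N510 genes in. Interactions ranged from 25 to 463 with diet and from 2339 to 5415 with *B. wadsworthia*, both highest without that same mouse. The other 3 comparisons kept their totals within 1.5-fold, from 6483 to 7840, from 6227 to 9166 and from 5425 to 8966.

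Shares were judged by the adjusted p-value over 54 tests. Every difference in the T370 share after *B. wadsworthia* and in the DN116010 share after *L. rhamnosus* kept its direction without dominant features, on the log2 scale and with single mice left out, with an unadjusted exact p-value under 0.05 each time. The adjusted p-value did not hold as well. Without dominant features the DN116010 rise in CD-ASF Lr+ vs CD-ASF was 1.203 percentage points (adjusted p = 0.0612, exact permutation p = 0.0159). On the log2 scale the DN116010 rise in HFD-ASF Bw+Lr+ vs HFD-ASF Bw+, 3.586, passed the threshold, unlike the rise in percent. With single mice left out, 39 fits of these differences lost an adjusted p-value under 0.05. For T370 in HFD-ASF Bw+ vs HFD-ASF each such fit had the smallest exact p-value its design can give, 0.0179 or 0.0286. For T370 in HFD-ASF Bw+Lr+ vs HFD-ASF the exact permutation p stayed at 0.00794, and only the adjusted p-value moved. These 2 sets of losses thus reflect the size of the design and the adjustment. That does not hold for all: for DN116010 in CD-ASF Lr+ vs CD-ASF the exact permutation p of such fits was 0.0159 to 0.0238, above the smallest possible, 0.00794. Over all fits with a mouse left out, the T370 difference ranged from 8.402 to 9.116 percentage points in HFD-ASF Bw+ vs HFD-ASF and from 5.814 to 6.447 in HFD-ASF Bw+Lr+ vs HFD-ASF. The DN116010 difference ranged from 4.88 to 6.933 in HFD-ASF Bw+Lr+ vs HFD-ASF, from 0.8611 to 1.404 in CD-ASF Lr+ vs CD-ASF and from 6.695 to 7.651 in HFD-ASF Lr+ vs HFD-ASF.

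Small differences changed sign. N508 in HFD-ASF Bw+ vs HFD-ASF was 0.0795 on the log2 scale and ranged from -1.93 to 0.711 percentage points with single mice left out. In the same way C825 ranged from -2.61 to 4.82 in HFD-ASF vs CD-ASF and from -0.491 to 6.58 in CD-ASF Lr+ vs CD-ASF. C822 ranged from -4.5 to 1.86 in HFD-ASF Bw+ vs HFD-ASF and from -1.45 to 4.1 in HFD-ASF Bw+Lr+ vs HFD-ASF. DN116010 ranged from -0.0598 to 0.0912 in HFD-ASF Bw+ vs HFD-ASF, N510 from -0.00199 to 0.000523 in HFD-ASF Bw+Lr+ vs HFD-ASF, and N508 from -2.03 to 1.09 in HFD-ASF Lr+ vs HFD-ASF. In CD-ASF Lr+ vs CD-ASF, C823 ranged from -6.43 to 0.906, N510 from -2.59e-05 to 0.000164 and T370 from -0.00245 to 0.000359. None of these had an exact p-value under 0.05 with all mice. Among the other shares, 40 fits changed the call: 37 weaker and 3 stronger. N510 in HFD-ASF Bw+ vs HFD-ASF lost an adjusted p-value under 0.05 in all 9 fits with a mouse left out. So did N510 and N508 in HFD-ASF Bw+Lr+ vs HFD-ASF Bw+. In these fits the exact permutation p was 0.0179 or 0.0286, the smallest such designs can give. N510 and T370 in HFD-ASF Lr+ vs HFD-ASF lost it in 5 of 10 fits each. All 24 named genes kept direction and call under the 5 alternatives tried for them, which did not include leaving out replicates.

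Sums over gene sets were not run, nor their alternatives. No paired analysis was possible because the replicate numbers follow the order of the samples.

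Other splits of the same mice bear on each count of genes. Of 100 splits drawn from 126, the number with as many changed genes, the real one included, was 2 in HFD-ASF vs CD-ASF, 3 in CD-ASF Lr+ vs CD-ASF and 1 in each of the other 4 comparisons. The median of the other splits was 0 genes in each. The highest was 6136 against 3832 in HFD-ASF vs CD-ASF, 6744 against 7150 in HFD-ASF Bw+ vs HFD-ASF, 405 against 7459 in HFD-ASF Bw+Lr+ vs HFD-ASF, 4882 against 6839 in HFD-ASF Bw+Lr+ vs HFD-ASF Bw+, 1206 against 633 in CD-ASF Lr+ vs CD-ASF and 1872 against 2347 in HFD-ASF Lr+ vs HFD-ASF. The changed ASF genes of HFD-ASF Bw+ vs HFD-ASF were weighed against genome abundance and depth. Scaling each genome on its own counts left 1714 genes against 2851 in the same genomes, so abundance did not account for all, but only 931 genes were changed in both fits, and 93.9% of the changed ASF genes moved with the median gene of their genome. Thinning all libraries left 4239 changed ASF genes against 4523.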

Other observations

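All comparisons and tests below were chosen after the patterns were seen.

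Runs of adjacent locus tags were near 0 in the summed counts of a group. A feature was counted when its group, all mice summed, showed at most 1% of at least 100 counts expected from its highest share of the genome in any group. Over 5 ASF genomes, 10 runs of 4 or more such features were found when each group was counted on its own, at 6 distinct places, 4 in C823 and 2 in C824. In 1000 random orders of the features no run appeared, so single genes placed by chance did not account for them. Co-regulated operons also give such runs, and RNA counts cannot tell a silent operon from DNA that is missing. In each of the 6 comparisons, at least 1 gene named above lay in C823_RS00950 to C823_RS00980 or in C824_RS12165 to C824_RS12195. The limits on these runs apply to those genes.

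The block C823_RS00950 to C823_RS00975, of 6 features, was followed mouse by mouse against the counts expected from its share of C823 in HFD-ASF. In the 15 mice of CD-ASF, CD-ASF Lr+ and HFD-ASF it held 71.1% to 133% of the expected counts. In HFD-ASF Lr+ it held 140% in replicate 2, the mouse with 0.076% T370, and 4.61%, 1.03% and 1.32% in replicates 3, 4 and 5, with 7.23%, 6.62% and 7.99% T370. Replicate 1 had too few C823 counts, 290, to show it. In HFD-ASF Bw+ it held at most 0.883%, and in HFD-ASF Bw+Lr+ replicates 1 to 4 at most 0.595%; replicate 5 held 33.6% of only 80.3 expected counts. Too few C823 counts do not account for this, since 8 of the 9 mice given *B. wadsworthia* showed under 5% of at least 438 expected counts. The pattern may reflect a C823 variant in these mice or genes silent in the presence of *B. wadsworthia*, and neither was tested. The labels do not say which mice shared an isolator, so isolator and inoculation cannot be told apart. A second block, C824_RS12165 to C824_RS12195, followed other lines: it was near 0 in CD-ASF (at most 3.18% of expected), HFD-ASF Bw+ (at most 0.148%) and HFD-ASF Lr+ (at most 5.94%), and present in CD-ASF Lr+ (80.2% to 166%), in HFD-ASF (59.9% to 190%) and in HFD-ASF Bw+Lr+ replicates 1 to 4 (155% to 270%) but not in replicate 5 (2.91%).

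Among mice given *L. rhamnosus*, the DN116010 share was 7.51% ± 1.49 (SD, n = 5) under HFD against 1.54% ± 0.894 (SD, n = 5) under CD, 4.87-fold higher, with no overlap between 5 mice and 5 (exact permutation p = 0.00794). With the C822 background taken away the ratio was 4.93, and without the 20 top DN116010 features it was 4.89, so neither accounted for the gap. HFD may favour *L. rhamnosus* activity, as a hypothesis; these 5 HFD mice also carried T370 and N510 counts, few of them in replicate 2, and the labels do not say which mice shared an isolator, so diet cannot be separated from either.

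C823 was far below the rest of its group in CD-ASF Lr+ replicate 4 (0.49% against a median of 21.4%), HFD-ASF Lr+ replicate 1 (0.00295% against 2.74%) and HFD-ASF Bw+Lr+ replicate 5 (0.214% against 10.7%). A few features did not account for it: outside the 20 top C823 features, these mice kept at most 2.12% of the median share of the other mice. No biological explanation was tested.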
